A study of Homo sapiens with 48 samples.

How the data were processed

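RNA from 8 human cancer cell lines was measured after carfilzomib, an irreversible inhibitor of the proteasome, or after the solvent DMSO. Per the labels, cells grew in dishes under standard culture conditions, the drug was given for 24 h at the concentration that inhibited proteasome activity by 50%, and each of the 16 groups has 3 biological replicates. The concentrations themselves are not stated in the labels and were not used here. The deposited file is a matrix of raw read counts per gene made by the authors, with 33892 rows and 48 libraries, each row carrying a gene symbol and an Ensembl identifier. Per the labels, the libraries were stranded total RNA libraries, while the design text speaks of mRNA sequencing. The aligner, the counting program, the genome build, the annotation and the use of strand in counting are not stated. For that reason antisense and overlapping genes are uncertain, and no genomic coordinates are given. Every row names a gene, so no row was left out of the library totals.

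Of the 33892 rows, 4803 share an identifier with another row and differ from it by a suffix in the symbol. They belong to 1948 identifiers with up to 4 rows each, and hold 0.605% to 0.943% of the counts of a library. HSPA1A and HSPA1B have 4 such rows each, 8 in all. Results for single rows of this kind are reported as uncertain. For HSPA1A and HSPA1B, whose transcripts are near-identical, the 8 rows were summed. Gene types, gene length, GC content and the order of neighbouring genes were taken from GENCODE release 29 by identifier, which matched 29680 rows (87.6%).

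Replicates of every group differed by more than counting noise (chi-square per degree of freedom at least 3.70 for every pair), so all 48 libraries were kept as separate samples. Totals ran from 9.12 M to 64.4 M counts per library. These totals set the counting error only, and the reads carry no molecular identifiers that are known here, so counts need not be independent molecules.

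Each line was tested on its own 6 libraries with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM normalization and the filterByExpr filter on low counts. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Genes called in the same direction in every line were counted and set beside 1000 shuffles of the calls over genes within 10 bins of mean expression. A joint fit of all 48 libraries with 16 groups gave the mean of the 8 log2 fold changes, the test that the lines differ, and the difference of each tumour type's lines from the other 6. The joint fit used the trended dispersion. Its error is the spread between replicates within a group and not the spread between lines. Of 22309 genes in the joint fit, 6218 had no count in at least 1 group, where the average can lack a usable standard error. Of these, 460 were called and are among the genes reported with an average effect. Undefined standard errors are not printed. Similarity of the responses was the Pearson correlation of log2 fold changes across genes, tested by an exact permutation over all ways to pair the 8 lines.

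Gene lists were tested with camera in limma 3.58.1 on voom values, with a preset correlation of 0.01 between genes, and again with fry and with an estimated correlation. The 9 lists were inducible chaperones, other members of the HSP70 family, proteasome subunits, immunoproteasome subunits, autophagy genes, genes of the integrated stress response, oxidative stress genes regulated by NRF2, p53 targets and proliferation genes. SLC7A11 is in the integrated stress response list and in the oxidative stress list. Relations across lines used Pearson's r and Spearman's rho with exact two-sided permutation p-values, adjusted over 3 relations.

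The gene lists, the tests, the samples in each fit and the rule for naming genes were fixed before the data were examined. By that rule the text names 16 fixed genes of the heat shock, proteasome, autophagy and stress responses with the sum of HSPA1A and HSPA1B. It also names the 5 genes with the largest positive and the 5 with the largest negative average change among those called alike in every line. Per line it names the called gene with the largest rise and the one with the largest fall, with a mean of at least 50 counts in the higher group and no overlap between the treatments. The rule adds 3 genes in each direction for the myeloma lines against the rest.

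The alternatives fixed in the same way were DESeq2's size factors, library totals without a composition factor, no filter, a mean of at least 50 counts, the Wald test of DESeq2 1.42.0 per line, one fit of all libraries, a null fold change of 1.5, the replicate number as a block, cell lines as the units, and fits without each library, replicate number or cell line. Summing or leaving out the rows that share an identifier, and another dispersion estimate in the joint fit, were chosen after seeing the data. DESeq2 was not run for the joint fit, so averages have no DESeq2 alternative. A fold change against libraries that all hold 3 counts or fewer was computed against 3 counts and is given as a lower bound.

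The tests were tested on simulated counts with the means and library sizes of H-23 for the per-line tests and of all lines for the joint fit. Every simulated gene had the same spread between replicates, while the real lines differed in spread. Changed genes were drawn among those with a mean of at least 50 counts, in every line for the joint fit. Genes with fewer counts and small changes were not simulated, so the recovery need not hold for them. The per-line edgeR test recovered 198 of 200 changed genes among 18078, with 11 false calls of 209. DESeq2 recovered 197 of 200 among 17474. The joint fit recovered 100 of 100 genes changed on average among 21955, and 99 of 100 genes changed in single lines among 22055. For a simulated list of unchanged genes, the p in limma was 0.153 with camera and 0.0460 with fry, so a pass under fry alone is weak evidence. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. One of the largest single changes is not reported here.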

Results

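RNA-seq read counts were collected from 48 libraries of 8 established cancer cell lines, each treated for 24 h with carfilzomib or DMSO in 3 biological replicates. RKO and DLD-1 are colon cancer lines, H-23 and H-1299 are lung cancer lines, PANC-1 and CAPAN-2 are pancreatic cancer lines, and H-929 and RPMI are multiple myeloma lines. The study asked how cancer cells respond to inhibition of the proteasome, the complex that degrades ubiquitin-tagged proteins, with HSP70 chaperones named in its title. Depth is given in M (mega) counts. Total counts per library ran from 9.12 M (H-929, carfilzomib, replicate 2) to 64.4 M (H-1299, DMSO, replicate 1). By line, totals lay between 12.7 and 22.6 M in RKO, 24.4 and 48.9 M in DLD-1, 19.7 and 55.0 M in H-23, and 24.0 and 64.4 M in H-1299. They lay between 27.9 and 35.1 M in PANC-1, 25.6 and 45.9 M in CAPAN-2, 9.12 and 18.9 M in H-929, and 17.6 and 36.6 M in RPMI.

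The first comparison set carfilzomib against DMSO within each line, with edgeR's quasi-likelihood test at an adjusted p under 0.05. RKO had the fewest calls of the 8 lines, with 525 genes higher and 767 lower after carfilzomib of 14522 tested. In DLD-1, 1812 genes were higher and 2005 lower of 16580 tested. The lung lines gave 3192 genes higher and 2929 lower of 18042 in H-23, and 4922 higher and 5171 lower of 16500 in H-1299. In PANC-1, 3426 genes were higher and 3046 lower of 16725, and in CAPAN-2, 4356 were higher and 4527 lower of 16931. Of the myeloma lines, H-929 had 4141 genes higher and 4104 lower of 15682, and RPMI had 4693 higher and 4821 lower of 14995. Depth did not order these counts, since H-929 had the lowest mean total, 13.2 M, and RKO the next lowest, 15.6 M.

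**Figure D1:**
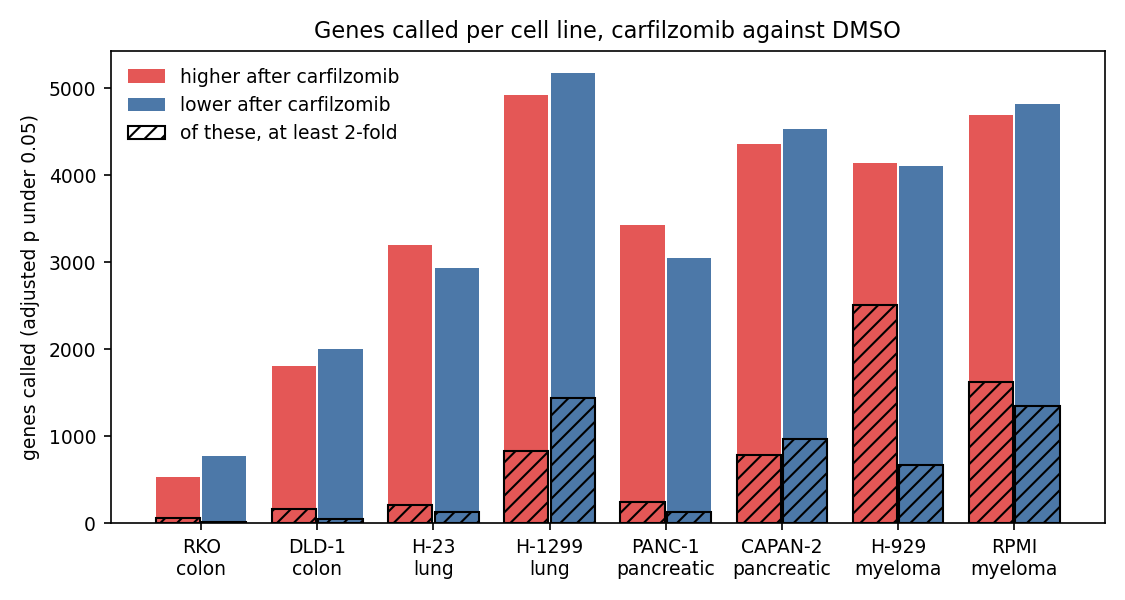
Number of genes called higher (red) or lower (blue) after carfilzomib in each cell line, by edgeR at an adjusted p under 0.05, with the hatched part of each bar showing calls of at least 2-fold. RKO has 525 genes higher and 767 lower, H-1299 has 4922 and 5171, and H-929 has 2503 genes at least 2-fold higher against 672 at least 2-fold lower.

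Many calls were small changes. Calls of at least 2-fold numbered 57 higher and 18 lower in RKO, 168 and 45 in DLD-1, 211 and 126 in H-23, 825 and 1439 in H-1299, 245 and 130 in PANC-1, 785 and 962 in CAPAN-2, 2503 and 672 in H-929, and 1624 and 1341 in RPMI. Of the alternatives, testing against a fold change of 1.5 moved the counts most, leaving 6 genes higher and 8 lower in RKO. The direction of the calls depended on the scaling, most of all in the colon and lung lines. Of the genes called in RKO, 40.6% were higher under TMM and 60.9% under library totals. These shares were 47.5% and 60.3% in DLD-1, 52.1% and 44.9% in H-23, and 48.8% and 38.9% in H-1299. In H-1299, library totals moved the median log2 change of all genes by -0.11.

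The next comparison asked which genes changed alike in all lines. Of 11622 genes tested in all 8 lines, 14 were called higher in every line and 55 lower in every line. Shuffling the calls within bins of mean expression gave 0.037 and 0.243 such genes on average. In at least 6 lines, 472 genes were called higher and 495 lower, against shuffled means of 26.9 and 58.0. A further count showed 5557 genes called in both directions in different lines, and 440 genes called in no line. Leaving out a replicate number moved the counts most, to between 5 and 9 genes higher and between 20 and 39 lower.

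Among the genes called higher in every line, the largest averages over the 8 lines were those of MLLT11 (ENSG00000213190), CLU (ENSG00000120885), BLVRB (ENSG00000090013), TLR6 (ENSG00000174130) and CTSD (ENSG00000117984). The average log2 fold change of MLLT11 was 1.70 ± 0.068 (SE), from 0.76 in DLD-1 to 3.08 in RPMI. The average was 1.68 ± 0.031 for CLU, from 0.17 in PANC-1 to 5.02 in RPMI. In RPMI, CLU rose from 27.3 ± 6.54 to 905 ± 7.32 CPM (SD, n = 3). For named genes and the sum of HSPA1A and HSPA1B, CPM are counts scaled by the library total after adjustment by its TMM factor. BLVRB averaged 1.31 ± 0.026, with a range from 0.48 in RKO to 2.09 in CAPAN-2. TLR6 averaged 1.24 ± 0.050, from 0.18 in RPMI to 2.20 in H-929, where it had only 5 to 24 counts per library, and its call in RPMI was lost in 4 of the 6 fits without 1 library. CTSD averaged 0.91 ± 0.023, from 0.23 in CAPAN-2 to 1.67 in H-1299. The adjusted p of these averages in edgeR was at most 4.9e-25.

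All 5 genes named by the rule for lower calls encode replication-dependent histones: H2AC4, H4C4, H2AC14, H2AC13 and H3C2. Their average log2 fold changes were -1.31, -1.13, -1.09, -1.07 and -1.01, each with a standard error of at most 0.035. PANC-1 had the smallest falls, between -0.18 (H3C2 and H2AC14) and -0.24 (H2AC4), and the calls for H2AC13 and H2AC14 in PANC-1 were lost when single libraries were left out. H2AC4 fell most in RPMI, from 93.3 ± 2.83 to 17.9 ± 2.78 CPM (SD, n = 3), a log2 fold change of -2.37. Histone genes are near-identical copies, so the division of reads among them is uncertain.

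**Figure D2:**
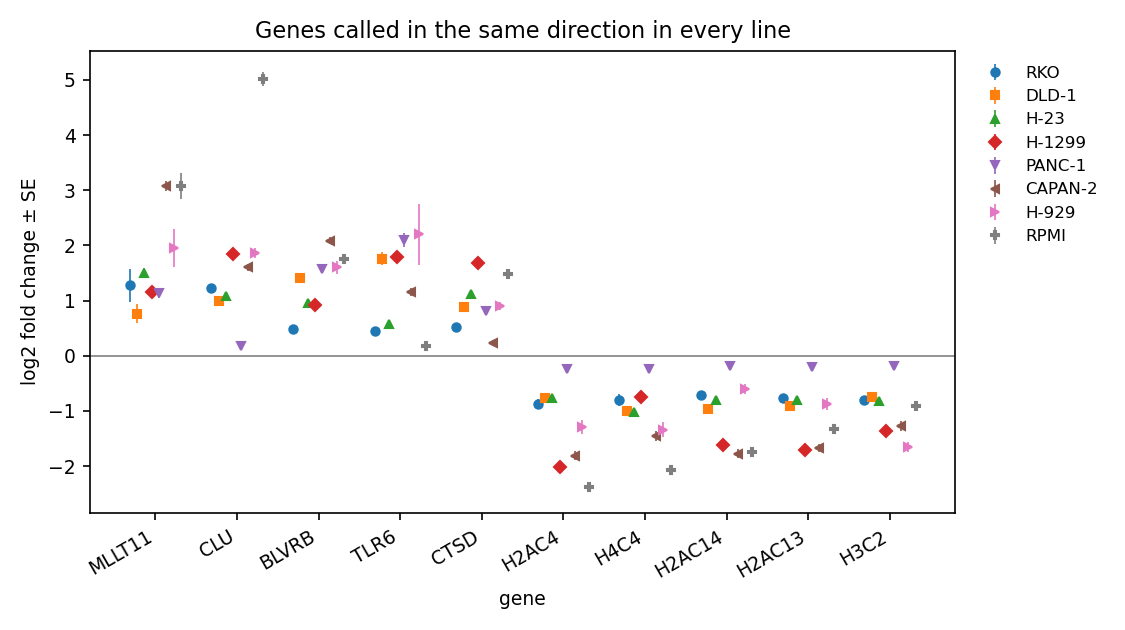
Log2 fold change (carfilzomib against DMSO) with its standard error, in each of the 8 lines, of 10 genes called in the same direction in every line, 5 higher and 5 lower. CLU in RPMI reaches 5.02, and the histone genes in PANC-1 lie closest to 0, between -0.24 and -0.18.

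Over all lines together, the joint edgeR fit called 4413 genes higher and 5340 lower on average, of 22309 tested. This test uses the spread between replicates. With the 8 lines as the units, limma called 14 genes higher and 25 lower at an adjusted p under 0.05, and 3802 genes had an unadjusted p under 0.05. The effect differed between lines for 15047 genes, 67.4% of those tested, and for 12926 when only genes with a mean of at least 50 counts were tested, the alternative that moved it most.

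Whether tumour type accounts for such differences was tested by setting the 2 lines of a type against the other 6. The myeloma lines differed for 9891 genes, the lung lines for 7335, the colon lines for 6807 and the pancreatic lines for 6571. Leaving out a replicate number lowered the count to between 4826 and 5236 genes for the pancreatic lines. Thinning every library to the lowest total lowered it to 4758. Since lines are the units of a tumour type, the same contrast was made for all 28 choices of 2 of the 8 lines. The myeloma lines gave the most calls of the 28 choices, while the lung lines were in place 9, the colon lines in place 13 and the pancreatic lines in place 15.

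The similarity of responses was measured as the correlation of log2 fold changes across the 11622 genes, which are not independent replicates. Lines of the same tumour type had a mean Pearson r of 0.372, and all pairs of lines a mean of 0.222. Of all ways to pair the lines, 3 gave a mean as large (exact one-sided permutation p = 0.0286). The mean was lowest, 0.323, without replicate 3 and highest, 0.409, without the rows that share an identifier. The most similar responses were those of H-1299 and CAPAN-2 (r = 0.565), which are of different tumour types. RKO and H-1299 had a negative correlation, -0.14.

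**Figure D3:**
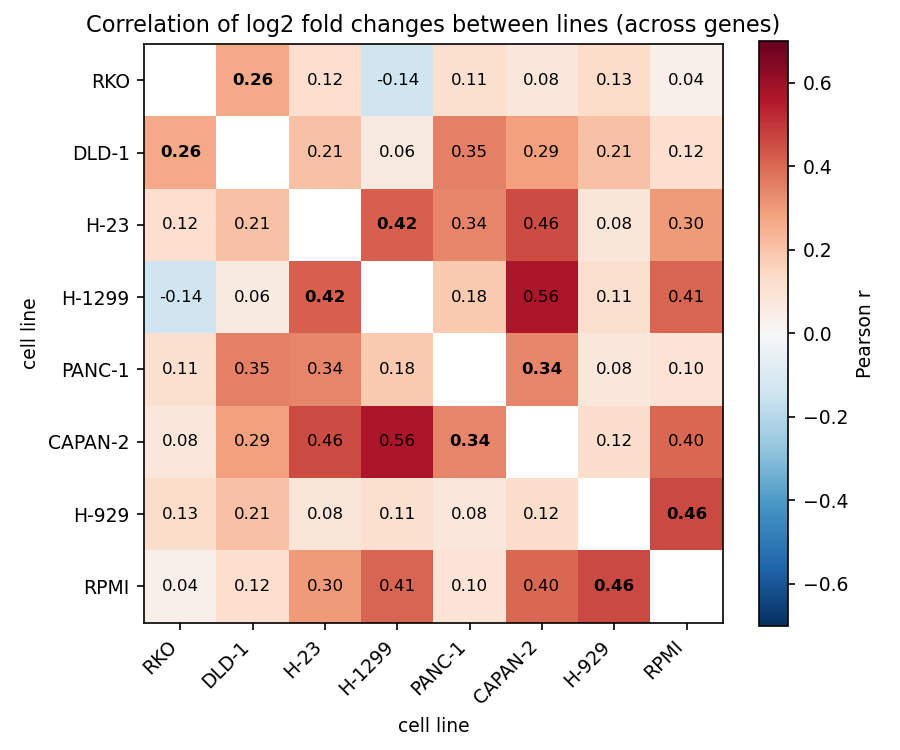
Pearson correlation (colour scale and printed value) of log2 fold changes between each 2 of the 8 lines across 11622 genes, with pairs of the same tumour type in bold. H-1299 with CAPAN-2 is the highest, H-929 with RPMI is the highest within a tumour type at 0.46, and RKO with H-1299 is the only negative pair at -0.14.

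HSPA1A (ENSG00000237724) and HSPA1B (ENSG00000232804) encode the stress-inducible HSP70. Their summed counts were compared in every line, each group with n = 3 libraries. In H-929 the sum rose from 0.517 ± 0.304 (SD) to 422 ± 51.4 CPM, a log2 fold change of 9.61 ± 0.19 (SE). The DMSO libraries of H-929 held 5 to 16 counts and the carfilzomib libraries 3646 to 4355. In RPMI it rose from 2.23 ± 1.10 to 508 ± 85.2 CPM, a log2 fold change of 7.75 ± 0.19. In H-1299 the sum went from 6.76 ± 1.34 to 485 ± 240, a log2 fold change of 6.14 ± 0.37. CAPAN-2 showed a log2 fold change of 3.26 ± 0.28, from 2.99 ± 1.29 to 28.97 ± 11.7 CPM, and H-23 one of 2.13 ± 0.25, from 6.25 ± 0.470 to 26.7 ± 13. The adjusted p in edgeR was 1.2e-13 in H-929, 3.5e-12 in RPMI, 1.5e-08 in H-1299, 1.8e-07 in CAPAN-2 and 1.8e-05 in H-23.

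The sum was not called in the other 3 lines. The log2 fold change was -0.40 ± 0.40 (SE) in RKO (adjusted p in edgeR 0.607), -0.35 ± 0.14 in DLD-1 (adjusted p 0.0930) and -0.14 ± 0.35 in PANC-1 (adjusted p 0.788). In DLD-1 all carfilzomib libraries lay below all DMSO libraries, at 3.46 to 4.34 CPM against 4.87 to 5.52. The RKO libraries held 15 to 50 counts of the sum. In PANC-1, DMSO replicate 1 decided the value, with 13.03 CPM against 3.39 and 5.26 in the other DMSO libraries. Without it the log2 fold change was 0.58 (adjusted p 0.0378). The joint fit gave an average of 3.46 ± 0.31 (adjusted p 3.4e-13), and the lines differed (F = 60.57, adjusted p 9.6e-19). The myeloma lines exceeded the other 6 lines by 6.81 ± 0.48 on the log2 scale (adjusted p 2.7e-16). The errors and p-values of this difference and of the average measure the spread between replicates and not between lines. For the sum no test with lines as the units was run, and H-1299, a lung line, rose by 6.14. Levels of genes with several rows are uncertain: the proteasome subunits with more than 1 row, PSMB3 and PSMC4, summed to 3.26 and 11.9 CPM, while the lowest subunit with a single row had 110.

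**Figure D4:**
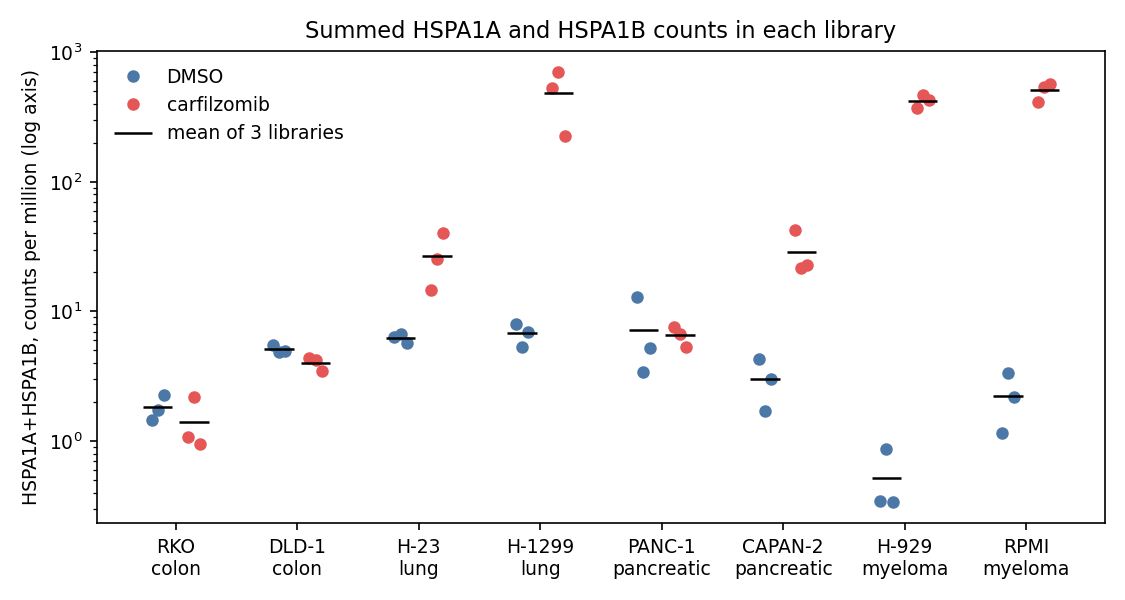
Summed counts of HSPA1A and HSPA1B, in CPM on a log axis, in each of the 48 libraries (points, blue for DMSO and red for carfilzomib) with the mean of 3 libraries as a line. Carfilzomib and DMSO points are separate in H-23, H-1299, CAPAN-2, H-929 and RPMI, where carfilzomib is higher, and in DLD-1, where it is slightly lower. PANC-1 has a DMSO library at 13.03 that lies above its carfilzomib libraries.

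HSPA6, another inducible HSP70 gene, was called higher in all 7 lines where it could be tested. Its log2 fold change ran from 2.18 ± 0.30 in DLD-1 to 8.02 ± 0.28 in RPMI. The joint fit gave an average of 4.604 ± 0.50 over all lines, RKO included. In RKO, HSPA6 had 1 to 4 counts per library, too few to be tested. Its mean after carfilzomib was 0.218 CPM there, while the lowest mean in another line was 4.61 CPM, in PANC-1. Depth does not explain this, since the shallower carfilzomib libraries of H-929 held 3754 to 4419 counts of HSPA6. The constitutive HSP70 gene HSPA8, which the list of inducible chaperones includes, was called higher in 4 lines and lower in 3. It reached 1.56 ± 0.073 in H-1299 and -1.30 ± 0.061 in RKO, and its average of 0.22 fell to 0.04 without H-1299 (adjusted p 0.313). HSPA5, the HSP70 of the endoplasmic reticulum, was higher in 4 lines and lower in 2, from -0.65 in H-929 to 1.79 in RPMI. The co-chaperone gene DNAJB1 was higher in 5 lines and lower in 2, from -0.59 in RKO to 4.77 in H-929. BAG3 was higher in 6 lines and called lower in none, with log2 fold changes from -0.10 in RKO (adjusted p 0.393) to 2.90 in RPMI.

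Other genes fixed by the rule were those of oxidative stress, autophagy, the proteasome and stress signalling. HMOX1 averaged 1.96 ± 0.059 and was called higher in 7 lines, with DLD-1 the exception at 0.20 (adjusted p 0.282). GABARAPL1 averaged 1.75 ± 0.031 and was called higher in 6 lines, most of all in RPMI at 4.69 ± 0.086. SQSTM1 averaged 1.95, but it was counted on a row that shares its identifier and held at most 330 counts in any library, so its value is uncertain. PSMB5 was higher in 7 lines with an average of 0.44. PSMD12 averaged 0.61 and was called lower in RKO at -0.20, a call lost in 4 of the 6 fits without 1 library. NFE2L1 averaged 0.24, higher in 4 lines and lower in PANC-1. ATF3 and DDIT3 averaged 1.00 and 0.91. ATF3 fell in DLD-1 (-0.55) and reached 3.05 in RPMI, and DDIT3 fell in DLD-1 (-0.69) and reached 3.28 in RPMI. CDKN1A was higher in 5 lines with an average of 0.56. With lines as the units in limma, none of these averages of fixed genes passed the adjusted threshold, and HSPA6 came closest (adjusted p 0.0616).

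The gene lists were compared next, by the median log2 fold change of their tested genes averaged over the lines. The 33 proteasome subunits tested had a median of 0.62, all 33 above 0 (camera adjusted p 1.8e-37). The 12 oxidative stress genes had a median of 0.69, all above 0 (adjusted p 4.6e-11), and the 19 inducible chaperones one of 0.63, all above 0 (adjusted p 4.2e-11). Without the rows that share an identifier, HSPA1A and HSPA1B included, the chaperone median was 0.60. The 21 proliferation genes had a median of -0.52, all below 0 (adjusted p 1.2e-21). The 22 autophagy genes had a median of 0.16 with 17 above 0 (adjusted p 2.2e-05), and the other 9 members of the HSP70 family one of 0.12 with 7 above 0 (adjusted p 0.0112). The camera adjusted p was 0.172 for the integrated stress response (median -0.05, 17 genes), 0.357 for the p53 targets (0.03, 12 genes) and 0.294 for the immunoproteasome (-0.30, 3 genes). All calls at the preset correlation held under fry, and all but that of the other HSP70 family (adjusted p 0.0508) held with an estimated correlation. With fry, the remaining 3 lists also passed: the integrated stress response upward (adjusted p 9.1e-10) although its median was below 0, the p53 targets upward (5.8e-04) and the immunoproteasome downward (1.4e-06).

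Gene by gene, the average effect was called for 32 of the 33 proteasome subunits over all genes tested and for 32 adjusted over the list alone. The same pair of counts was 15 and 15 for inducible chaperones, 6 and 6 for other HSP70 genes, 1 and 1 for the immunoproteasome, 15 and 15 for autophagy, and 14 and 16 for the integrated stress response. They were 11 and 11 for oxidative stress, 5 and 5 for p53 targets, and 21 and 21 for proliferation.

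Within lines, oxidative stress genes were shifted up in all 8 lines by camera, with medians from 0.18 to 1.48, and proliferation genes down in all 8, with medians from -0.71 to -0.24. Proteasome subunits were shifted up in 7 lines, with RKO the exception at a median of -0.03 (adjusted p 0.212). Inducible chaperones were shifted up in 6 lines and down in RKO (median -0.39) and DLD-1 (median -0.24), with a highest median of 1.69 in RPMI. Autophagy genes were shifted up in 5 lines and other HSP70 genes in 3. The integrated stress response was shifted up in RPMI (median 2.64) and H-929 (0.50), and down in DLD-1 (-0.58) and PANC-1 (-0.52). The p53 targets were shifted up in RKO alone, at a median of 0.41 (adjusted p 2.3e-11). The immunoproteasome list had 3 tested genes, and its lowest unadjusted camera p in any line was 0.201. With an estimated correlation fewer shifts held in single lines: chaperones up in 1 line and down in 1, oxidative stress up in 1, p53 targets up in 1 and proliferation down in 2.

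**Figure D5:**
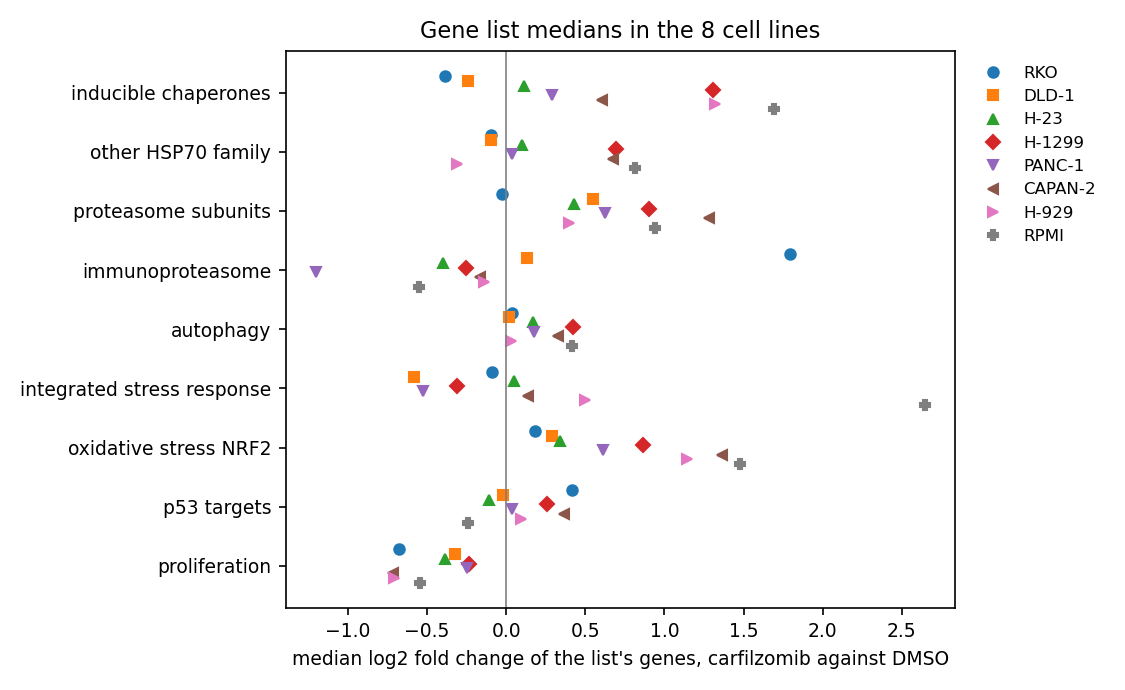
Median log2 fold change (carfilzomib against DMSO) of 9 gene lists, with 1 point per list and cell line. All 8 points lie above 0 for oxidative stress and below 0 for proliferation, and the integrated stress response spreads from -0.58 in DLD-1 to 2.64 in RPMI.

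Finally, 3 relations were tested across the 8 lines. The log2 fold change of HSPA1A and HSPA1B was not related to the proteasome median (r = 0.321, exact permutation p = 0.437; rho = 0.357, exact p = 0.389). Its relation to the autophagy median had r = 0.414 (exact p = 0.293) and rho = 0.405 (exact p = 0.327), both with an adjusted p above the threshold, at 0.437 and 0.389. Without H-929 and RPMI, the lines farthest from the median, r was 0.628 (exact p = 0.183) and 0.931 (exact p = 0.00556) in these relations. The proteasome and autophagy medians had r = 0.784 (exact p = 0.0208, adjusted 0.0624) and rho = 0.738 (exact p = 0.0458, adjusted 0.138), so the relation failed the correction. Without CAPAN-2 and RKO it was 0.899 (exact p = 0.0306). No batch is given in the labels, so no relation could be recomputed within batches.

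The largest single changes in a line were mostly of rows that share an identifier, and these are uncertain. Such rows included CTDP1-2 and EIF3K-2 in RKO, EMC9 and NOC4L-2 in H-23, GTF2H2C-2 in PANC-1, RCC2 in CAPAN-2 and PAK1IP1-2 in H-929. For example, the fall of EIF3K-2 in RKO (-4.43) came from DMSO replicate 3 and was -0.52 without it (adjusted p in edgeR 0.628). Rows of HSPA1A had the largest rise in H-1299, CAPAN-2, H-929 and RPMI. Against DMSO libraries with 2 counts or fewer, HSPA1A-3 was at least 415-fold higher in H-929, HSPA1A-2 at least 136-fold higher in RPMI and HSPA1A-4 at least 106-fold higher in CAPAN-2. The value of HSPA1A-3 in H-929 rests mostly on carfilzomib replicate 2, with 306 CPM against 33.6 and 62.5 in the others, and without it the log2 fold change of 11.42 was 9.92. Among genes with a single row, ATG9B rose in DLD-1 from 0.251 ± 0.0714 to 10.1 ± 1.59 CPM (SD, n = 3), a log2 fold change of 5.32. LINC02642 fell in RPMI from 122 ± 4.97 to 3.37 ± 0.586 CPM, a log2 fold change of -5.19. PSAPL1 in H-1299 held 40 to 104 counts with DMSO and 0 to 1 with carfilzomib. SLC4A1APP1, a pseudogene by its name, fell by 2.46 on the log2 scale in DLD-1 and is uncertain because it can share reads with its parent gene.

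For the myeloma lines against the rest, the rule named HSPA1A-4, FCN3 and RN7SL472P as higher, and ARHGAP22-IT1, NAPEPLD-2 and BCL2L2-PABPN1 as lower. HSPA1A-4 shares its identifier with other rows. It held 655 to 2006 counts in the carfilzomib libraries of H-929 and 3384 to 3988 in those of RPMI, against at most 5 with DMSO. It rose in H-1299 too, by 9.79 on the log2 scale, and its myeloma difference lost its call in 2 of the 3 fits without a replicate number (6.20 to 11.57). The other 5 genes rest on few counts. Their call was lost in 2 of 3 such fits for FCN3, 1 of 3 for RN7SL472P and 1 of 2 for NAPEPLD-2. For ARHGAP22-IT1 and BCL2L2-PABPN1 it was lost in 0 of 3. RN7SL472P had 28 to 31 counts in the carfilzomib libraries of H-929 and 0 with DMSO, while in RPMI it had 2 to 6 and 0. FCN3 had at most 18 counts in the myeloma libraries. ARHGAP22-IT1 went from 9 to 22 counts with DMSO in RPMI to 0 to 3 with carfilzomib. NAPEPLD-2 and BCL2L2-PABPN1 had at most 7 and 11 counts in any myeloma library.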

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

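The tests of HSPA1A and HSPA1B given here were chosen only after the result was seen; the tests of other groupings, depth and scaling were not.

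Effects that differed between lines were the most common pattern. The joint edgeR fit found a difference between lines for 15047 genes, and for all 24 fixed or named every-line genes other than the single rows of HSPA1A and HSPA1B. Regrouping argues against chance: within each line the 6 libraries can be split in 10 ways, and of 25 random sets of such splits (the real one included) 1, the real one, gave as many genes that differ between lines, and 1 gave as many genes with an average effect. The next largest sets gave 7656 and 2352 genes. In each of RKO, DLD-1, H-23, H-1299, PANC-1, CAPAN-2, H-929 and RPMI, 1 of the 10 splits of the line's own libraries, the real one, gave as many calls, and no other split gave more than 2. A share of 1 in 10 is the smallest that 3 libraries against 3 allow, so a single line cannot settle this alone. For genes called alike in every line, 1 of 100 sets of splits, the real one, gave as many higher, and 1 of 100 as many lower. That outcome was in effect fixed by the splits of single lines, where no other split gave more than 2 calls. It therefore adds no evidence. Doses were set per line by proteasome activity and are not stated, so a difference in dose or in the inhibition reached stays open beside a difference between the lines themselves. Neither was tested.

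Differences by tumour type were found for 6807 genes in the colon lines, 7335 in the lung lines, 6571 in the pancreatic lines and 9891 in the myeloma lines. Among the 28 choices of 2 of the 8 lines, 13 gave as many genes as the colon lines, 9 as many as the lung lines and 15 as many as the pancreatic lines, so these counts are what arbitrary choices of lines give. Only 1 of the 28 choices, the real one, gave as many as the myeloma lines. Depth and scaling do not account for this, since the myeloma lines stayed in place 1 after every library was thinned to the lowest total (8493 genes) and in place 1 under library totals (9865 genes). Much of the count goes with H-929, which gave 7081 to 8183 genes when paired with any line but RPMI. RPMI gave 4954 to 5574 with RKO, DLD-1, H-23 or PANC-1, 7213 with CAPAN-2 and 8421 with H-1299. The spread between replicates was also largest in H-929, while the joint fit shares its estimate of spread over lines. That myeloma lines respond differently is a hypothesis. The myeloma lines also had the highest median absolute log2 changes over genes above a fixed mean CPM, 0.41 and 0.39. A stronger inhibition in them therefore remains open and was not tested.

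The effect on the HSPA1A and HSPA1B sum differed between lines (F = 60.57). It rose in H-23, H-1299, CAPAN-2, H-929 and RPMI and not in RKO, DLD-1 and PANC-1. Scaling argues against itself as the cause, as the lowest of the 5 rises was 2.10 on the log2 scale under library totals or DESeq2's size factors. Depth does too: H-929, at a mean of 13.2 M counts the shallowest line, had the largest rise. Exchanged treatment labels in the 3 lines without a rise are excluded, because the oxidative stress genes went up in each of them, with a lowest median of 0.18. Reads lost between near-identical copies could hide a rise. In RKO, DLD-1 and PANC-1 lost reads cannot be told apart from an absent rise, because other chaperones do not measure the reads of HSPA1A and HSPA1B. Inducible chaperones with a single row, the constitutive HSPA8 among them, had a median of -0.40 in RKO. That goes with an absent rise but does not decide it. The same median was -0.28 in DLD-1, but HSPA6, an inducible HSP70 gene with a single row, rose there by 2.18 ± 0.30 (SE; adjusted p 5.8e-04). In PANC-1 the median was 0.27, above that of H-23 (0.13) where the sum rose. A weaker heat shock response in RKO is a candidate explanation, as a hypothesis found on the same data. HSPA6 had too few counts in RKO to be tested. Its mean of 0.218 CPM after carfilzomib there lay below that of every other line, of which PANC-1 was lowest at 4.61.

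Several single genes were flagged because lines moved in opposite directions and the difference was tested. Their F values in the joint edgeR fit were 132 for HSPA8, 74.93 for HSPA5, 491.7 for DNAJB1, 74.24 for PSMD12, 84.12 for NFE2L1, 297.8 for ATF3 and 212.5 for DDIT3. In RKO, HSPA8 fell (-1.30) as DNAJB1 did (-0.59), while in H-929 these rose to 1.10 and 4.77. HSPA5 fell in H-929 (-0.65) and rose in RPMI (1.79), so the myeloma lines also differ from each other. The opposite direction of PSMD12 rests on its call in RKO, which was lost in 4 of the 6 fits without 1 library. None of the 7 genes shares its identifier with another row, and all had at least 78 counts in every library, which argues against divided copies and low counts. No further explanation was tested for them.

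The medians of some gene lists went in opposite directions in different lines, and these differences between lines were not tested. From the lowest to the highest line the medians spanned 2.08 (inducible chaperones), 1.13 (other HSP70 family), 3.00 (immunoproteasome, 3 genes), 3.22 (integrated stress response) and 0.65 (p53 targets) on the log2 scale. For the average over lines, 1 of 25 sets of splits, the real one, gave a camera p as small for inducible chaperones, for proteasome subunits, for autophagy, for oxidative stress and for proliferation. Other sets gave a p as small for the other HSP70 family (5 of 25), the immunoproteasome (13 of 25), the integrated stress response (15 of 25) and p53 targets (15 of 25), which leaves chance open for the average shift of these 4 lists. The integrated stress response average hides strong opposite shifts, at 2.64 in RPMI against -0.58 in DLD-1.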

How the results depend on the processing

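Alternatives that summed or left out the rows sharing an identifier, estimateDisp in the joint fit, and the replicate block for the relations across lines were chosen after seeing the data; the others were fixed earlier.

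Counts of calls per line stayed within 1.5 times under DESeq2, under DESeq2's size factors in edgeR and with rows sharing an identifier summed or left out. Against a fold change of 1.5 every count fell, because small changes no longer count: to 6 genes higher and 8 lower in RKO, 92 and 42 in DLD-1, 136 and 71 in H-23, 1260 and 1713 in H-1299, 183 and 66 in PANC-1, 1005 and 1023 in CAPAN-2, 2257 and 1141 in H-929, and 1874 and 1795 in RPMI. One fit of 48 libraries shares its estimate of spread over lines, and gave 1852 genes higher in H-23, 2059 higher and 1723 lower in PANC-1, and 6230 higher and 6395 lower in H-929. RKO had 807 genes higher under library totals and 794 without a filter; the cause was not tested. Library totals and TMM shared 1044 of 1292 RKO calls. Leaving out 1 library moved the RKO counts to between 197 and 482 higher and between 403 and 774 lower, and the DLD-1 counts to between 1100 and 1870 higher and between 1272 and 2151 lower. The lowest value came without carfilzomib replicate 3 in RKO for both directions, and in DLD-1 without carfilzomib replicate 3 for higher and replicate 1 for lower calls. These fits have fewer samples. Other lines stayed within 1.5 times.

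Genes called alike in every line numbered 13 to 18 higher and 49 to 69 lower over the other settings, and 5 to 9 higher and 20 to 39 lower when 1 replicate number was left out of all groups, with fewer samples. DESeq2 shared 12 of the genes called higher and 52 of those called lower, and library totals shared 14 and 45. With cell lines as the units, 14 genes were higher and 25 lower on average, against 4413 and 5340, because the spread between lines then sets the error. Leaving out a cell line gave 3992 to 4802 higher and 5059 to 5616 lower, and 13618 to 15211 genes that differ between lines. The similarity within tumour types ran from 0.323 to 0.409 and stayed past its threshold in every setting tried.

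Replicate numbers do not pair the samples: the correlation of deviations between same-numbered libraries lay between -0.25 and 0.25 over the 8 lines. With the replicate number as a block, 18 genes were higher and 55 lower in every line, 4241 and 5227 had an average effect, and 14148 differed between lines. The block turned the HSPA1A and HSPA1B sum in PANC-1 to 0.0164 (adjusted p 0.967), which was not a call in either fit, and of the other counts, sums, lists and relations compared it moved none past its limit.

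Of the HSPA1A and HSPA1B sums, only that of PANC-1 changed sign. It ran from -0.48 to 0.58 over the fits without 1 library, and reached 0.58 (adjusted p 0.0378) without DMSO replicate 1, the DMSO library with the highest level. Lists with no clear shift were the least stable. The integrated stress response median was 0.0126 with rows sharing an identifier summed, and ran from -0.0509 to 0.0257 without 1 replicate number, at 0.0257 without replicate 1, 0.00562 without replicate 2 and -0.0509 without replicate 3. The immunoproteasome median ran from -0.32 to 0.11, with 0.11 without replicate 1. It rests on 3 genes. Under fry, which tests each list on its own, the immunoproteasome (median -0.30), the integrated stress response (median -0.047) and the p53 targets (median 0.0312) passed the threshold. The direction fry gave for the integrated stress response was upward, against the sign of its median, and fry also passed a simulated list of unchanged genes. With an estimated correlation the other HSP70 family (0.12) did not, at an adjusted p of 0.0508; over its other alternatives the adjusted p lay between 1.8e-12 and 0.0258. The 5 remaining lists kept their side and direction in every setting tried.

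Of the relations across lines, that of HSPA1A and HSPA1B with autophagy reached 0.931 without H-929 and RPMI (adjusted p 0.0167, and 0.338 to 0.492 in its other settings). The lines were not left out singly. The proteasome and autophagy relation reached 0.899 without CAPAN-2 and RKO, and ran from 0.724 to 0.835 without 1 replicate number; its adjusted p passed the threshold in each of these fits but that without replicate 2. The cause was not tested.

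For single named genes, 99 values were compared over the settings, 1604 comparisons in total. Of these values 50 changed in at least 1 setting: 93 comparisons were weaker, 2 stronger and 0 reversed. HSPA8 lost its average without H-1299 (0.04). PSMD12 in RKO and TLR6 in RPMI each lost their call in 4 of the 6 fits without 1 library, and TLR6 in RPMI also lost its call in DESeq2 (0.17, adjusted p 0.0911). The HSPA1A average log2 fold change and the HSPA1B average log2 fold change passed the threshold only with rows sharing an identifier summed, at 4.39 and 3.01. DESeq2 has no setting for the averages because it was not run for the joint fit. Totals were lowest in RKO and H-929, so depth could limit single genes in these lines most. For single genes this was not compared between lines. For counts of calls it was: thinned to the mean RKO total, every other line kept at least 3443 calls, against 1292 in RKO.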

Other observations

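The tests of the spread in RKO, of a uniform background and GC content in H-929, of scaling in the histone genes, and of the rows that share an identifier were chosen only after the result was seen.

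RKO had the fewest calls of the 8 lines, 1292, and the smallest median absolute log2 change over genes above a fixed mean CPM, 0.0967. Depth does not account for that, since thinning the other lines to the mean RKO total of 15.6 M left at least 3443 calls in each, the lowest in DLD-1. The spread between replicates is argued against as the whole cause, because spread can only raise the median absolute log2 change, which at 0.0967 lay below the 0.128 of the next line, DLD-1. It stays open as part of the cause: the biological coefficient of variation of RKO, 0.1135, was above that of the other lines (0.0647 to 0.0936) except H-929 (0.159). A mislabelled library is argued against because no other split of the RKO libraries gave more than 2 calls. A weaker response in RKO, or a weaker inhibition at the dose used, may explain the count; the doses are not stated and neither was tested.

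In H-929, 2503 genes were at least 2-fold higher and 672 at least 2-fold lower, a ratio of 3.73, and the carfilzomib libraries had counts for 22784 genes on average against 20692 with DMSO, at lower depth. The ratio was 4.14 under library totals, 3.78 after thinning the DMSO libraries, 3.18 among genes with a mean of at least 50 counts, and 3.85 after removing a trend on GC content and length (4.015 for the same 15174 genes before), so depth, low counts and GC content are argued against. Scaling cannot be told apart from a real excess: library totals moved the median log2 change of H-929 by only 0.02, so that test decides little, and no spike-in was used here that would set the scale. The excess holds relative to the typical gene, and whether the typical gene itself fell stays open. Among the genes higher, 68.0% were protein-coding, against 84.7% of the genes tested, and RN7SK rose from 1.26% ± 0.0758 to 4.09% ± 0.362 (SD, n = 3) of the counts. In RPMI, RN7SK went from 1.78% ± 0.141 to 3.02% ± 0.188.

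Of 7361 genes silent with DMSO in H-929, 10.1% gained counts after carfilzomib, against 0.0653% to 1.63% in the other lines. Transcription running past the ends of expressed genes is argued against, as 13.8% of silent genes downstream of an expressed gene gained counts and 15.9% of those upstream did (Fisher's exact test, adjusted p 0.667). Whether a uniform background such as genomic DNA is the cause could not be decided. In H-929, 30.7% of silent protein-coding genes had no count after carfilzomib, where an even spread of the same counts would leave 4.01%. Among the 838 of them with at least 10 counts in a library of another line, so that they can be counted, 18.3% had none against 1.77%. But counts were less even than such a spread in every line, also where few silent genes gained counts. In CAPAN-2, 80.5% had none against 58.2%, and in RPMI 62.0% against 28.1%. A background as part or all of the cause stays open. The counts gained by silent genes followed gene length more closely in H-929 (rho = 0.516) than in the other lines (0.190 to 0.347). What gives the excess stays open, and a biological loss of silencing or degradation was not tested.

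Replication-dependent histone genes were lower in every line as a family. Of 62 family members, 47 to 58 were tested per line, and the family median ran from -1.43 in H-1299 to -0.15 in PANC-1. In H-929 the members went both ways, with 33 called lower and 12 higher, and so they did in RPMI, with 39 lower and 8 higher. In PANC-1, 23 were called lower and 2 higher. Members called higher numbered 2 in H-1299, 1 in H-23 and 0 in RKO, DLD-1 and CAPAN-2. The direction held under library totals and DESeq2's size factors, with a highest median of -0.15 over the lines, and after removing a trend on GC content and length, with a highest of -0.16. These scalings move PANC-1 little, but there the median of all tested genes was -0.00264, so the family lay below the typical gene whatever the scale. Summing the family, which removes any division of reads among its members, gave a fall in each of the 8 lines, with the smallest at -0.14 ± 0.027 (SE) in PANC-1. These tests argue against scaling, GC content and shared reads. Since proliferation genes also fell in every line, fewer cells in S phase is a candidate explanation, as a hypothesis. Against a simple link, the family fell by far more in H-1299 (-1.43) than the proliferation list did there (-0.25), and no cell cycle measurement was used here.

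Rows that share an identifier varied more between replicates than other genes. Their median coefficient of variation over the 16 groups was 0.193, and it was higher in 16 of 16 groups than that of genes with a single row and the same mean count, 0.108, so low counts do not account for it. Reads divided among the copies would be restored by summing, but the summed rows still had 0.182. Reads of the copies that were not counted remain open: proteasome subunits with more than 1 row had at most 11.95 CPM after summing, where the 32 subunits with a single row had at least 110 and a median of 189. Loss of reads that map to several places may thus lower the values of such genes, HSPA1A and HSPA1B included.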
